A study of Sus scrofa with 4 samples. Its data were reported in "In Search of Epigenetic Marks in Testes and Sperm Cells of Differentially Fed Boars" (2013).

How the data were processed

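RNA longer than 100 nt from sperm cells of 4 boars was sequenced, 2 boars fed a diet enriched in methylating micronutrients (methionine, choline, betaine and vitamins of the folate cycle) and 2 fed a control diet, from month 1 to month 10 of age. Groups were taken from the labels. Per the study's methods, the authors flushed the sperm from the epididymis, washed them with a lysis buffer against somatic cells, extracted RNA with Trizol, and sequenced 100 bp single-end reads. The 4 boars were brothers of 1 litter according to the study. With 1 library per boar, P-values of the diet comparison measure the spread between animals of 1 family and between library preparations together. P-values of tests that count features measure no spread between animals.

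Per the submitters' processing notes and the study's methods, the authors checked reads with FastQC 0.9, removed ribosomal RNA reads with Bowtie2, mapped the rest with TopHat2 to the pig genome Sscrofa10.2, removed ambiguous hits and duplicates, and counted reads with htseq-count on a preliminary gene annotation plus expressed regions (stretches of at least 50 bp with sufficient coverage in the merged libraries). The table departs from that minimum: 80 of its regions are shorter than 50 bp, the shortest 21 bp. Versions of Bowtie2, TopHat2 and htseq-count are not given in the sources used here. They then compared the diets with DESeq. The deposited table holds 51407 features, 23764 annotated genes and 27643 expressed regions, and 12448 of the regions overlap a gene span, so overlapping features can share a transcription unit. Whether strand was used in the counting is not given in the sources used here, so reads of a feature and of an antisense partner may be mixed. Removing duplicates by position lowers the values of abundant short RNAs more than those of rare ones. Some features of the table held more reads than start positions allow, as given in the closing section. This removal can therefore not be assumed for its counts.

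The deposited signal values are the authors' means of size-factor-normalized read counts, over all libraries and per diet group, with no column per boar. Also deposited by the authors are the ratio of the group means (supplemented over control), its log2 value, a nominal DESeq P-value and a P-value adjusted for multiple testing. The adjusted values differ from a Benjamini-Hochberg adjustment over the 40638 features with a P-value by at most 7.43e-14. The 10769 features without a P-value had no read.

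Because each group mean is the sum of 2 whole read counts divided by constants, the counts of the libraries were solved from the deposited signal. In each group 51404 of 51407 features (99.99%) had exactly 1 solution at a relative tolerance of 1e-11, and for the others the closest solution was taken. The solved libraries carry no boar name. They are called control library A and B and supplemented library A and B, A having the larger constant. The 4 constants equal DESeq's median-of-ratios factors computed anew from the solved counts over 16701 features. The solver was tested on simulated data.

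The main test was the authors' DESeq test as deposited, with an adjusted P-value under 0.05 as threshold and a nominal P-value under 0.05 as a second list. Directions were compared with a two-sided exact binomial test, also after merging neighbours within 5 kb that had 1 direction. Shares of nominal features between classes and chromosomes were compared with two-sided Fisher's exact tests, adjusted over the 3 tests. Log2 ratios of group means carry a pseudocount of 1, which understates the change of low features. Named features followed a rule: among features with a mean of at least 5 over the 4 libraries, the 10 with the smallest nominal P-value in each direction, and the 10 most abundant features. This rule, the main tests and the first set of other settings were written before the deposited table was examined, but after the leading rows of the same DESeq comparison, with P-values and group means, had been read in material published with the study, so the rule was not blind to them. The spread between boars was taken from the solved counts with limma voom 3.58.1, planned beforehand, and with edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0, both added after the data were seen, in R 4.3.3 with a mean of at least 5 for limma and edgeR. Other scalings were the authors' constants, library totals, TMM computed in 3 ways, and a loess offset on level with a span of 0.3. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used for the rest. Intervals of shares are 95% Wilson intervals. They cover counting error only, since amplified reads are not independent molecules. A fold against a group without reads was computed against 3 reads over that group. It leaves out the error of the other group's mean and the spread between boars, so it is not a confidence bound.

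Sensitivity was tested on simulated data with the real means and constants of 7887 features and the trend of their dispersion on level. There were 2 against 2 libraries, 200 changed features and 5 draws. Departures of single features from that trend were not simulated, which may flatter the recovery. The authors' DESeq test was not run on these data, so its sensitivity is not given. At an adjusted P-value under 0.05, edgeR recovered 4.0% of features changed 2-fold, 44.4% changed 4-fold, 87.2% changed 8-fold and 98.8% changed 16-fold. limma voom recovered 1.2%, 28.0%, 60.0% and 73.2%.

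An annotation of Sscrofa10.2 was not used here, so features could not be given gene names. They are named by position, and by identifier for 2 features in each direction. The 15 gene lists fixed beforehand could not be tested for that reason, because the gene table at hand follows Sscrofa11.1. Which of the solved libraries belongs to which boar is not used here.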

Results

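RNA-Seq of sperm cells was available for 2 boars that received the supplemented diet and 2 that received the control diet. The reads assigned to features came to 1638235 and 961588 in control library A and B, and to 2404547 and 1471554 in supplemented library A and B. Of the 51407 features, 40638 had at least 1 read, 13579 of them annotated genes and 27059 expressed regions. A mean of at least 5 normalised reads over the 4 libraries was reached by 7887 features and a mean of at least 10 by 4140. limma voom's standard error of the log2 ratio had a median of 0.61 for features with a mean of 5 to 10 and of 0.30 for those above 100, so small changes of low features were not detectable at this depth.

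The first question was which features held most of the counted reads. Ribosomal and ambiguous reads had been removed before counting, per the study. Features with more reads than start positions allow held 78.4% to 89.5% of the reads of a library. Shares of reads are therefore not shares of RNA molecules. A locus on chromosome 6 between 768728 and 785476 (Sscrofa10.2), covered by 1 annotated gene and 3 expressed regions, held most reads of every library. Its share was 58.7% of the reads of control library A (95% Wilson interval 58.7 to 58.8), 73.8% in control library B (73.8 to 73.9), 79.7% in supplemented library A (79.6 to 79.7) and 70.3% in supplemented library B (70.2 to 70.3). The shares of the diets overlapped, although the sum of the group means was 0.85 higher on the log2 scale with the supplemented diet. The annotated gene of this locus had a nominal P-value of 0.0288 and an adjusted P-value of 1.0 in the authors' deposited table. Outside this locus, 675874 and 251492 reads remained in the control libraries and 488209 and 437410 in the supplemented libraries.

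Among the other most abundant features, 3 regions of chromosome 1 between 187380640 and 187610955, 363 to 383 bp long, held 14.5% and 4.86% of the reads of the control libraries and 6.72% and 7.60% of the supplemented libraries. A gene and an adjoining region on chromosome 4 between 56250547 and 56377479 held 2.57% and 3.35% against 1.14% and 3.69%. The 10 most abundant features together took 76.3% and 82.8% of the control reads and 88.1% and 82.3% of the supplemented reads. Only the chromosome 6 gene among these 10 had a nominal P-value under 0.05, and the tools run on the solved counts differed on it, with nominal P-values of 0.312 in edgeR, 0.115 in limma voom and 0.0232 in DESeq2. DESeq2 also gave the 3 regions of that locus nominal P-values of 0.0365, 0.0117 and 0.0459, and its adjusted P-value was 1.0 for each of the 4.

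The main question was whether RNA levels in sperm cells differed between the diets. No feature reached an adjusted P-value under 0.05 in the authors' deposited table, whose smallest adjusted P-value was 0.137, shared by 3 features. At a nominal P-value under 0.05 there were 237 features, 174 higher and 63 lower with the supplemented diet, of 40638 tested, where 2032 would be expected by chance from uniform P-values. P-values of 1 made up 25.8% of all. In all 237 features both libraries of one diet lay above both of the other. They were chosen by a P-value from these same libraries, so this separation is no further support. Among the 4140 features with a mean of at least 10, both supplemented libraries lay above both control libraries in 26.9% and below them in 15.9%, where chance gives 16.7% each. Adjusting the deposited P-values only over features with a mean of at least 5 left 6 features under 0.05, and with a mean of at least 10 left 3, on chromosomes 12 (18712361 to 18712615), 17 (54129960 to 54130227) and X (131832986 to 131846840). On the solved counts edgeR with the authors' constants called 0 features at an adjusted P-value under 0.05 and 756 at a nominal P-value under 0.05. DESeq2 called 0 and 164, and limma voom 4 and 900, past the same thresholds. DESeq2 tested 40638 features, but edgeR and limma voom tested 7887, where 394 nominal ones would be expected by chance from uniform P-values. Among those 7887 the deposited list held 190. With a mean of at least 10 it held 132, where 207 would be expected. edgeR with TMM called 3 past the adjusted threshold, a region on chromosome 12 (19393519 to 19393802) and a pair of regions on unplaced sequence (209738478 to 209738711 and 209741114 to 209741267). The 4 features of limma voom were annotated genes, all higher with the supplemented diet. They lay on chromosomes X (131832986 to 131846840), 6 (9594980 to 9597687), 12 (22421862 to 22442246) and 13 (31888615 to 31918712). In that order they had 1, 2, 1 and 2 reads in control library A and 12, 13, 12 and 15 in control library B. limma voom's log2 ratio of the chromosome X gene was 5.50, against 2.40 from the group means. Those on chromosomes 6, 12 and 13 were named after their values were seen.

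Among the features higher with the supplemented diet, the smallest nominal P-value belonged to the region chrWGS_U.r2291 on unplaced sequence (209741114 to 209741267). It had no read in either control library and 20 and 16 reads in the supplemented libraries. Its supplemented mean was 13.8-fold higher than the value set above for a group without reads, and this fold is not a confidence bound. Its nominal P-value was 9.29e-06 and its adjusted P-value 0.137 in the authors' deposited table. A second region of the same unplaced sequence (209738478 to 209738711) had 0 and 0 against 18 and 15 reads. The region chr17.r0473 on chromosome 17 (54129960 to 54130227) had 2.47 and 32.3 normalised reads in the control libraries and 67.7 and 73.7 in the supplemented libraries, a 4.06-fold difference of the group means with a nominal P-value of 1.01e-05. limma voom gave it a log2 ratio of 3.55 with a standard error of 0.66 and an adjusted P-value of 0.0798. edgeR gave 2.29 with an adjusted P-value of 0.345, and DESeq2 2.05 with a standard error of 1.44 and a nominal P-value of 0.154. edgeR returns no standard error, and the log2 ratio over the square root of its F statistic was 0.69. DESeq2 gave 4 of the 10 higher features, this region among them, no nominal P-value under 0.05. The others were a region and a gene on chromosome 12 (18712361 to 18712615 and 20004456 to 20016428) and a gene on chromosome X (131832986 to 131846840), with nominal P-values of 0.154, 0.275 and 0.133. An annotated gene on chromosome X (131832986 to 131846840) had 0.616 and 17.6 against 62.8 and 42.4 normalised reads, and a region on chromosome 6 (56399680 to 56400251), the most abundant of the 10, had 145 and 284 against 660 and 543. The 10 features, 4 genes and 6 regions, had log2 ratios between 1.49 and 4.25; the upper end, from a feature without control reads, was 5.21 with a pseudocount of 0.5 and 2.204 with 5. In 8 of the 10 control library A lay below control library B, and in the other 2 both were at 0.

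Among the features lower with the supplemented diet, the region chr12.r0505 on chromosome 12 (19393519 to 19393802) had 38 and 10 reads in the control libraries. It had none in the supplemented libraries, and its control mean was 12.7-fold higher than 3 reads over the supplemented group. Its nominal P-value was 4.25e-06 and its adjusted P-value 0.137 in the authors' deposited table. The annotated gene chr12.g0429 (24135146 to 24137367) had 22.2 and 32.3 normalised reads in the control libraries against 1.99 and 4.04, a 9.04-fold difference, and limma voom gave it a log2 ratio of -2.97 with a standard error of 1.15 and an adjusted P-value of 0.378. A region next to it (24133905 to 24134108) had 10.5 and 14.7 against 0 and 1.01. A region on chromosome X (122118715 to 122119317) had 67.8 and 42.6 against 17.9 and 22.2, and a region on chromosome 3 (29430401 to 29430558) had 84.4 and 54.4 against 30.9 and 23.2. Of the 10 lower features 1 was an annotated gene and 9 were regions, and 5 lay on chromosome 12. Their log2 ratios lay between -4.33 and -1.33, the lower end being -5.29 and -2.27 with these other pseudocounts, and DESeq2 gave all 10 a nominal P-value under 0.05. With all 4 libraries limma voom gave 10 of the 10 higher and 8 of the 10 lower features a nominal P-value under 0.05. With each library left out in turn, 5 of the higher and 3 of the lower features stayed under 0.05 every time. The pair of regions on unplaced sequence did so in 1 of the 4 fits, and 3 lower regions, on chromosomes 5 (95641520 to 95641666) and 12 (19181998 to 19182209 and 19436600 to 19436845), in none.

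**Figure D1:**
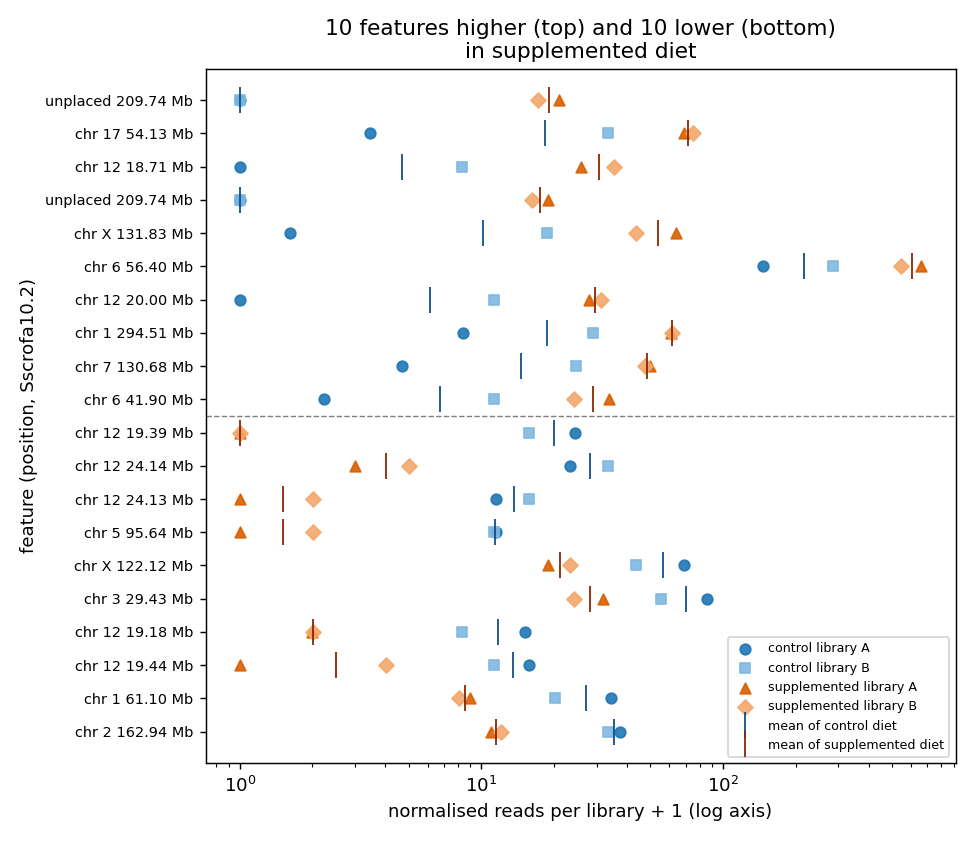
Normalised reads plus 1 (log axis) of the 20 named features in each of the 4 libraries, with the group means as vertical bars; features are labelled by position. The supplemented libraries lie above both control libraries in the upper 10 features and below them in the lower 10, and control library A holds 2.47 normalised reads against 32.3 in control library B for the region on chromosome 17.

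The next question was whether the nominal features went in 1 direction. With the supplemented diet 73.4% of them were higher (174 of 237, two-sided exact binomial P-value 3.29e-13), and after merging neighbours 159 of 220 clusters were higher (exact P-value 2.91e-11). Features are not independent, so these P-values describe the libraries at hand. The split changed with the scaling and with 1 control library. edgeR gave 505 higher and 251 lower features with the authors' constants, 412 and 370 with TMM from the tested features, 501 and 260 with TMM from all features, 432 and 330 with a loess offset on level, and 68 and 843 with library totals, which lowered the median log2 ratio from 0.10 to -0.58. limma voom gave 691 higher and 209 lower features, and 85 higher and 104 lower without control library A.

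The log2 ratio of the group means rose with level. Its median was 0.03 for features with a mean of 5 to 10, 0.14 for those of 20 to 50 and 0.31 for those of 100 to 1000. Control library A fell below and supplemented library A rose above the feature mean as the level grew, with median deviations of -0.36 and 0.31 for features of 100 to 1000, while control library B (0.01) and supplemented library B (0.00) stayed near 0. Across the 4140 features with a mean of at least 10, Spearman's rho was 0.746 between the supplemented libraries, 0.712 between the control libraries, 0.637 and 0.638 between control library A and the supplemented libraries, and 0.691 and 0.688 between control library B and the supplemented libraries. By Pearson's r control library B was closer to the supplemented libraries (0.822 and 0.832) than to control library A (0.799), and the supplemented libraries were closest to each other (0.858).

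**Figure D2:**
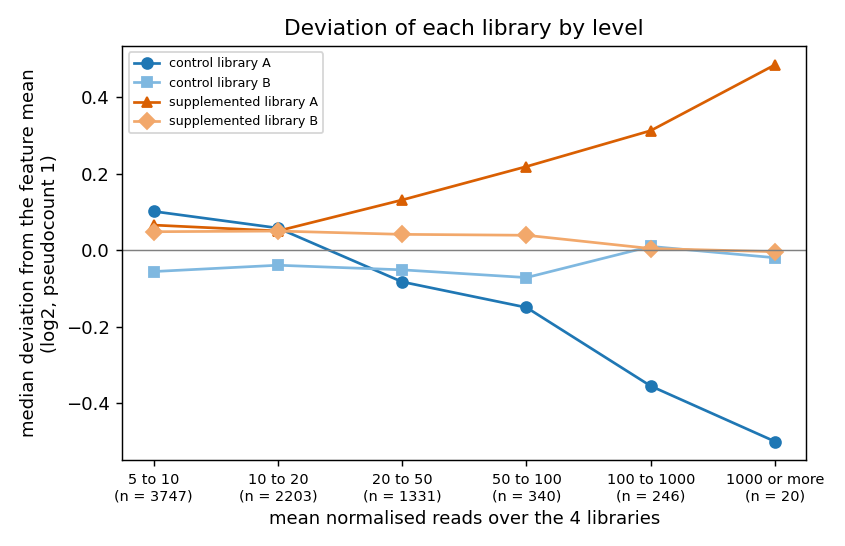
Median deviation of each library from the mean of its feature (log2 scale, pseudocount 1) by mean normalised reads over the 4 libraries; n is the number of features in each bin. Control library A goes down to -0.50 and supplemented library A up to 0.49 in the highest bin of 20 features.

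Features seen with 1 diet only were compared next. Reads were present in the supplemented but neither control library for 3511 features and in the control but neither supplemented library for 4483. With a mean of at least 3 in the diet where reads were seen, 115 and 107 features remained, 12 and 10 of them at a nominal P-value under 0.05. The highest mean of a feature absent from the control libraries was 18.04 and that of a feature absent from the supplemented libraries 19.06 normalised reads.

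Feature class and chromosome were compared last. Expressed regions were nominal in 158 of 27059 cases (0.584%) and annotated genes in 79 of 13579 (0.582%), an odds ratio of 1.00 (two-sided Fisher's exact test, adjusted P-value 1.0). On chromosome X 7 of 890 features (0.787%) were nominal and on the autosomes 219 of 36120 (0.606%), with an adjusted P-value of 0.761 in Fisher's exact test. Unplaced sequence held 11 of 3611 (0.305%) against 226 of 37027 (0.610%) on placed sequence, with an adjusted P-value of 0.0635. With a mean of at least 5 the odds ratios for chromosome X and for unplaced sequence were 2.56 and 0.434, each with an adjusted P-value of 0.0431 in Fisher's exact test. They rested on 7 nominal features of 115 and 7 of 630. Neighbours were not merged for these tests and features are not independent, so these P-values describe the libraries at hand. Chromosome 12 held 27 nominal features of 2106 (1.28%), the highest share of a chromosome, and 11 of them lay between 18 and 25 Mb, 6 higher and 5 lower, among them a region of 43 bp.

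**Figure D3:**
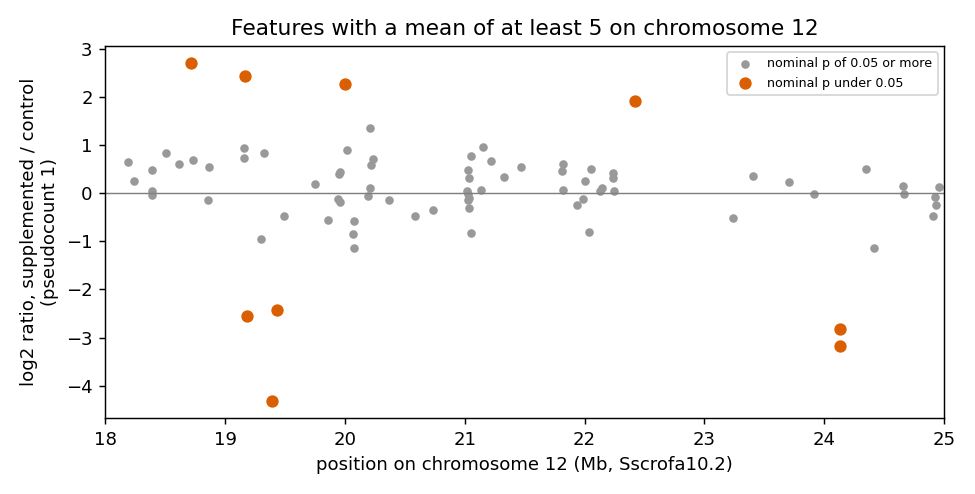
Log2 ratio of the group means (supplemented over control, pseudocount 1) against position on chromosome 12 between 18 and 25 Mb for the 81 features with a mean of at least 5. Nominal features lie on both sides of 0, from -4.33 to 2.71.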

Values the study reported

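After mapping and the removal of ambiguous hits and duplicates the study counted 4,454,674 and 2,832,484 reads for the boars on the supplemented diet and 3,069,580 and 1,794,219 reads for those on the control diet. Of the transcripts at a nominal P-value under 0.05 in DESeq it could annotate 105 genes, and it found no difference after adjustment for multiple testing. The authors made that annotation by hand, so these 105 are not the features called annotated genes above.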

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

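The edgeR and DESeq2 fits, the TMM, loess, and no-filter settings, and the left-out libraries for the direction were chosen after seeing the data; the limma fits, level minimums, thresholds and left-out libraries for the counts were planned. No paired analysis was possible because the columns carry no replicate number. This holds for the labels only. Matching the solved libraries to boars by their read totals was not tried, so a replicate number as a block was not tested. The study describes no pairing of boars across the diets. The gene lists were not run, since features carry no gene names. The count of 0 features past the adjusted threshold stayed 0 at a threshold of 0.1, for genes or regions alone, with edgeR under the authors' constants or a loess offset and with DESeq2. It was 6 at a threshold of 0.2, 6 and 3 with a mean of at least 5 and 10, 4 with limma voom (0 without any 1 of the libraries), 13 with limma voom and library totals, 3 with each of the 3 ways of computing TMM in edgeR, 10 with library totals, and 18 and 49 with the authors' constants and TMM when low features were kept. The 237 nominal features became 132 with a mean of at least 10, 900 with limma voom (189 to 897 without 1 library), 756 with edgeR under the authors' constants, 782, 761 and 781 with TMM, 911 with library totals, 762 with loess, 760 without features holding more reads than start positions allow, and 2190 and 2196 without a filter. The share of higher features was 73.4% in the deposited list. In limma voom it was 76.8% with all libraries, 44.97% without control library A and up to 86.6% without supplemented library B. In edgeR it was 66.8% with the authors' constants, 52.7% with TMM from the tested features, 56.2% and 65.8% with the other forms of TMM, and 7.46% with library totals. The cause of these changes was not tested here beyond the values in the part that follows. A lone library was assumed to vary like the other diet. Features seen with 1 diet only went from 3511 to 115 and from 4483 to 107 with the minimum of 3, by construction. The odds ratios for chromosome X and unplaced sequence passed the threshold with a mean of at least 5 (2.56 and 0.434), with neighbours not merged. Of the 30 named features, the log2 ratio of 3 moved by more than the spread between libraries with a pseudocount of 0.5 and that of 8 with a pseudocount of 5. Halving or doubling the tolerance left 51404 solved features. The chromosome 4 gene among the most abundant features, with no nominal call, turned to -0.0088 with limma voom and to -0.010 with TMM.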

Other observations

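Tests of scaling, of merged neighbours within the chromosome 12 window, of that window against the rest and of start positions were chosen after their results had been seen, and the window on chromosome 12 was chosen from the data. Features near chromosome ends had higher ratios than others. Of the features with a mean of at least 5 on placed sequence, the 698 within 2 Mb of an end had a median log2 ratio of 0.35 and the other 6559 one of 0.07. Nominal features numbered 36 and 147, of which 30 and 113 were higher with the supplemented diet. These values were not matched on level, and the log2 ratio rose with level. No test of the difference is given. On chromosome 2, 6 nominal features lay between 162 and 164 Mb, 2 of them higher, and on chromosome 8 all 5 nominal features within the first 2 Mb were higher. The 4 libraries allow 3 splits, too few for a share under 0.05: edgeR called 756 nominal features for the diets and at most 227 for another split, and 0 against 5 past the adjusted threshold.

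More nominal features were higher than lower with the supplemented diet. In limma voom the higher share was 76.8% with all libraries and 44.97% of 189 features without control library A (exact 95% interval 37.7 to 52.4), just under the range of 45% to 55% predicted if that library were the source, so 1 deviating control library may account for the excess. Scaling cannot be told apart as a cause, because edgeR, at 66.8% with the authors' constants, gave 52.7% with TMM from the tested features, 56.2% when their factors were put on the totals of all features, and 65.8% from all features. A loess offset on level gave 56.7% (53.1 to 60.2), which decides neither way. The median log2 ratio of limma voom over the tested features was 0.068 with all libraries. Without control library A it was 0.064 and without control library B 0.051, so the median ratio itself changed little. An effect of the diet stays open, since only 1 control library remains when the other is left out.

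In the deposited list nominal features gathered between 18 and 25 Mb of chromosome 12, where 11 of 311 tested features were nominal against a mean of 2.27 in 10000 random draws matched on level. The gathering depended on the test: of the 81 features with a mean of at least 5 there, 9 were nominal in the deposited list (11.11%, against 2.41% of all such features, two-sided Fisher's exact test, P-value 0.000132), but in edgeR with the authors' constants 11 were (13.6%, against 9.59%, exact P-value 0.250). After merging neighbours 10 clusters remained, while the highest of the draws held 9 (permutation P-value 0.0001, the smallest they can give), which argues against 1 transcription unit counted several times; with any 7 Mb window of the genome allowed, 463 draws reached 10 clusters (permutation P-value 0.0464). Blocks of chromosome that differ between the brothers would also bring the top 100 features of the 2 other splits of the libraries together, and there the permutation P-values were 0.977 and 0.461, against 0.0076 for the diets. The other splits thus showed no such closeness, but how large a block difference this test could see was not measured. It therefore cannot exclude such blocks. A single block that by chance parts the brothers as the diets do stays open too, as does the diet.

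A small part of the features, 30 of 51407, held more reads than single-end reads free of duplicates allow. That limit is 2 per possible start position. In the 4 libraries 26, 18, 25 and 25 features were over this ceiling and held 78.4%, 83.9%, 89.5% and 84.0% of the reads. The most extreme feature exceeded it 60.6 times in control library B and 167 times in supplemented library A. The counts of features over the ceiling are therefore not reads freed of duplicates by position. Whether the counts of the other features were freed of duplicates cannot be told from this ceiling. Of the 30 features over the ceiling in any library, 1 was nominal, and edgeR without them gave 510 higher and 250 lower features. No biological explanation was tested.

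The reads assigned to features came to 2404547 and 1471554 with the supplemented diet and to 1638235 and 961588 with the control diet. These totals are lower than the numbers quoted from the study above.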
